A study of Mus musculus with 3 samples. Its data were reported in "SCL/TAL1 cooperates with Polycomb RYBP-PRC1 to suppress alternative lineages in blood-fated cells" (2018).

How the data were processed

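The study asked where ETO2, a co-repressor protein encoded by the Cbfa2t3 gene and found in complexes with the blood transcription factor SCL, binds chromatin in mesoderm that is about to form blood. Mouse embryonic stem (ES) cells were differentiated into embryoid bodies, and cells carrying the surface receptor FLK1, a marker of mesoderm with blood and vessel potential, were used at day 4. The labels describe 3 samples, namely 2 ETO2 chromatin immunoprecipitations (ChIP) and 1 input, which is chromatin taken before immunoprecipitation. The ChIP samples are called replicate 1 and replicate 2, as in the labels.

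Per the study's methods, chromatin was crosslinked with EGS and formaldehyde and sonicated, and the libraries were sequenced as read pairs. The reads were aligned with Bowtie to the mouse genome (build mm9), duplicate reads were removed, and peaks were called with MACS2. The authors called peaks separately in each replicate, replicate 1 against the input and replicate 2 without an input, so that the background of replicate 2 came from the ChIP library itself. A peak list was used for each replicate, and a further list covering the whole series gave positions only. The input itself was not analysed here and enters only through the values of the replicate 1 peaks. In the deposited peak lists, each peak has a position, an integer score (a rescaled q-value), a fold enrichment at the summit (a ratio of scaled ChIP fragments to local background), and −log10 of the p-value and q-value, all calculated by the authors with MACS2. The score, the fold enrichment and the −log10 values of a peak are therefore the authors' own, and they were used to describe, rank and filter peaks within each list. How the series list was made was not stated and was worked out from its coordinates.

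Fragment numbers were not listed in these peak lists, but the fold enrichment and the p-value of a peak depend on the number of fragments at the summit and on the local background alone. Solving both equations with a Poisson model gave a whole number of summit fragments and a local background that matched the deposited p-value of 100% of the 2335 replicate 1 peaks and of 100% of the 1873 replicate 2 peaks, with a largest error of 0.00283 in −log10 p. The same solution gave the scaling between libraries. In simulated lists with known fragments, 100% of the summit fragments were recovered at either scale. The average fragment coverage of the genome recovered this way was 3.02 in the replicate 1 ChIP, 4.06 in its input and 5.19 in the replicate 2 ChIP, so replicate 2 was the deeper ChIP library by this measure. The same values imply that the caller scaled the replicate 1 ChIP up by 1.34 to the depth of the input. Read totals stated by the study order the libraries differently. These totals were not used here, and the difference was not resolved.

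Chromosome names and lengths matched a reference of the same build, so coordinates were used without conversion, and they are given from 1 as in a genome browser. Genes, exons and transcription start sites came from GENCODE annotation of that build. Peaks of the replicates were called shared when they overlapped by at least 1 bp. The chance overlap was taken from 100000 random circular shifts of the other list within each chromosome (10000 for alternatives). Fold enrichments were compared by Spearman's rho and, on log2 values, by Pearson's r with permutation p-values, and medians of shared and replicate-specific peaks by 2-sided permutation tests (100000 resamples each). Clustering was tested against uniform placement of regions on each chromosome and promoter share against circular shifts, with 10000 draws each. Overlap, clustering and promoter tests were 1-sided. Loci were compared by a 2-sided Fisher's exact test. Motifs were counted on both strands in the 100 bp centred on the summit and in flanking windows of the same length centred 500 bp to each side, and tested by a 2-sided exact McNemar test against each flank. The larger p-value was kept and adjusted by Benjamini-Hochberg over the 6 motifs. Shares are given with 95% Wilson intervals, which cover counting error only. Tests across peaks compare these libraries, since peaks are not independent replicates.

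The named loci were fixed before the data were examined. They are loci that the study named as bound by ETO2 and activated or repressed by SCL, bound without RYBP (a Polycomb protein), or not bound by ETO2, and other SCL targets. Further named peaks are the 5 shared peaks with the highest mean rank of fold enrichment and the 2 replicate-specific peaks with the highest fold enrichment in each replicate. One of these loci is counted in the totals but is not reported here by itself. The motifs were fixed at the same time. The measures of repeated sequence, of local background by chromosome and of the distance between CTG and GATA were added after the data were examined. To find repeated sequence, each 24-mer of a 100 bp summit window was counted in the whole genome, and a window was called unique when at least 90% of its 24-mers occurred once and repeated otherwise.

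The alternatives tried were other definitions of overlap (50% of the shorter peak, summits within 100 bp, peaks within 500 bp), stricter thresholds (q-values of 0.01 and 1e-05, fold enrichment of 5), merging of peaks within 200 bp, chromosomes 1 to 19 and X, equal numbers of peaks, other windows and distances, and leaving out each replicate. Overlap, median, correlation and motif tests were tested on simulated data first. Of 20 pairs of independent simulated lists, 0 gave an overlap p-value under 0.05, and 400 of 400 planted shared peaks were found. Of 40 simulated comparisons of medians without a difference, 3 had a p-value under 0.05. Analyses used Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, numba 0.67.0, pysam 0.24.0 and matplotlib 3.10.9.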

Results

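ETO2 occupancy was measured by ChIP-seq in FLK1+ mesodermal cells from day 4 embryoid bodies. The replicate 1 list held 2335 peaks, called against the input, and the replicate 2 list held 1873 peaks, called without an input. Replicate 1 peaks had between 12 and 206 fragments at the summit (median 27) and a median fold enrichment of 5.24, whereas replicate 2 peaks had between 18 and 236 fragments (median 35) and a median fold enrichment of 4.85. Median peak width was 276 bp in replicate 1 and 228 bp in replicate 2. Fold enrichments are the authors' values, and because the controls differed they were compared between the lists by correlation and not by level. With 2 libraries there is no spread between replicates for a single peak, and intervals describe counting error only.

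To find whether the replicates detected the same sites, their peaks were overlapped. Of the 2335 replicate 1 peaks, 1003 (43.0%, 95% Wilson interval 41.0 to 45.0) overlapped a replicate 2 peak, against 0.0413% after circular shifts. Of the 1873 replicate 2 peaks, 1015 (54.2%, 51.9 to 56.4) overlapped a replicate 1 peak, against 0.0518% after shifts. Both permutation p-values were 1e-05, the smallest the shifts can give. The alternative that moved the overlap most was restriction to peaks in unique windows, chosen after the data were seen, under which 74.4% of replicate 2 peaks were shared. The summits of the 1003 overlapping pairs lay a median of 26 bp apart, and 76.4% lay within 50 bp. The summit was the same base in 10 pairs and the number of fragments was identical in 34. Fragment numbers differed between the libraries by more than sampling noise (chi-square of 2.10 per degree of freedom, p = 6.09e-81), so the lists were not taken as the same library called again. This does not show that they come from separate immunoprecipitations. The study lists 2 ETO2 replicates with separate raw reads, but both carry the same ChIP name, so this stays open. Overlap depended on signal in replicate 1. Of the 584 replicate 1 peaks with the fewest summit fragments (12 to 21), 9.93% (7.76 to 12.6) were shared, compared with 87.1% (84.2 to 89.6) of the 583 with the most (37 to 206). In replicate 2 the shares were 43.1% (38.7 to 47.6) of the 469 peaks with the fewest fragments and 57.9% (53.4 to 62.3) of the 468 with the most.

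Fold enrichment was correlated between the libraries across the shared peaks. Spearman's rho over the 1003 pairs was 0.563 and Pearson's r of log2 fold enrichment was 0.616, with a 2-sided permutation p of 1e-05 for each, the smallest the permutations can give. With −log10 p in place of fold enrichment, the alternative that moved rho most, it was 0.608. These correlations are across peaks, which are not independent replicates.

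**Figure D1:**
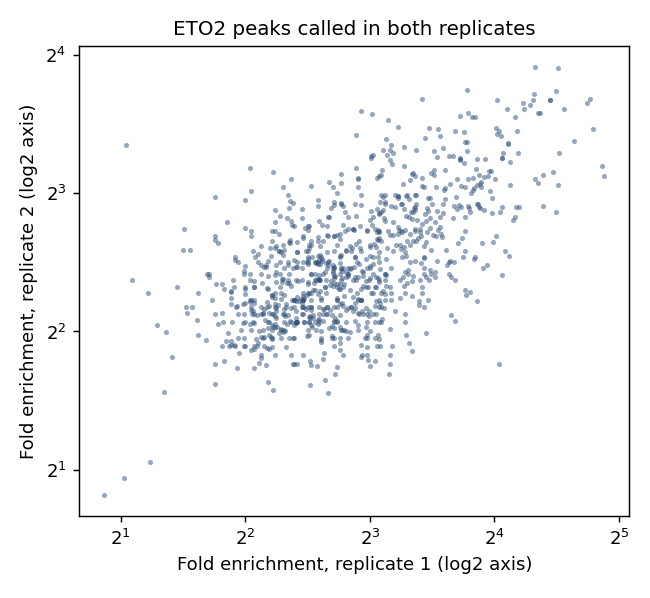
Fold enrichment of the 1003 overlapping pairs of ETO2 peaks, replicate 1 on the horizontal axis and replicate 2 on the vertical axis, both on log2 axes without units; each point is a pair. Pairs with high fold enrichment in replicate 1 tended to have high fold enrichment in replicate 2 (Spearman's rho 0.563).

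Shared peaks were stronger and wider than replicate-specific peaks in either list. In replicate 1 the median fold enrichment was 6.83 for the 1003 shared peaks and 4.64 for the 1332 specific peaks, and the median width was 340 bp and 241 bp. In replicate 2 the median fold enrichment was 5.38 for the 1015 shared peaks and 4.36 for the 858 specific peaks, and the median width was 241 bp and 211.5 bp. Each of these 4 differences had a permutation p of 1e-05, the smallest the permutations can give. With a minimum fold enrichment of 5, the difference in medians of fold enrichment rose from 2.19 to 2.68 in replicate 1 and fell from 1.01 to 0.69 in replicate 2. Median fragments at the summit were 37 and 22 in replicate 1, and 36 and 32 in replicate 2.

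In the series list, 100% of the regions overlapped a peak of at least 1 replicate. The list was the union of both replicate lists: 1016 regions (31.7%, 30.1 to 33.3) had exactly the coordinates of the intersection of a replicate 1 and a replicate 2 peak, 1332 (41.5%, 39.9 to 43.3) were replicate 1 peaks without a partner, and 858 (26.8%, 25.3 to 28.3) were replicate 2 peaks without a partner. Thus 2190 regions (68.3%, 66.7 to 69.9) were called in a single replicate. The regions lay in 3 consecutive blocks of the list, by these classes. When replicate peaks were limited to a q-value of 1e-05, 87.2% of the list was still found, and without replicate 1 it was 58.5%.

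The study describes loci with several binding sites, and the list was examined for clusters. Of the regions of the series list, 885 (27.6%, 26.1 to 29.2) had another region within 10 kb, compared with 2.74% under uniform placement (permutation p = 0.0001, the smallest 10000 draws can give). When regions within 1 kb were merged first the share was 19.2%, and it was 21.7% among the 2506 regions in unique windows. Clustering was most frequent among regions called in replicate 2 only (43.2%, 40 to 46.6), followed by those called in both replicates (25.7%, 23.1 to 28.5) and in replicate 1 only (253 of 1332, 19%, 17.0 to 21.2).

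ETO2 regions were mainly distal. Of the midpoints of the regions, 1822 (56.8%, 55.1 to 58.5) were intergenic, 1197 (37.3%, 35.7 to 39.0) intronic, 97 (3.03%) in untranslated regions and 67 (2.09%) in coding exons, and the median distance to a protein-coding start site was 23.2 kb. Promoters, taken as 1 kb around a protein-coding start site, held 372 regions (11.6%, 10.5 to 12.8), compared with 3.21% after circular shifts (permutation p = 0.0001, the smallest the shifts can give). The promoter share was 20% (266 of 1332, 17.9 to 22.2) for regions called in replicate 1 only, 6.79% (5.40 to 8.51) for those called in both and 4.31% (3.14 to 5.89) for those called in replicate 2 only. The last did not differ from the 3.26% given by shifts (permutation p = 0.085). A single library decided this value: the share was 5.66% for all replicate 2 peaks and 14.3% for all replicate 1 peaks. In total 2134 protein-coding genes were nearest to a region, 832 of them with a region called in both replicates and 385 with regions called in replicate 2 only.

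The loci that the study named as ETO2-bound or unbound were then examined. The study chose them on these libraries, so the comparison is not independent evidence. With each region assigned to its nearest start site, 21 of the 24 bound loci (87.5%) and 0 of the 8 unbound loci (Cdh5, Itgb3, Cdh22, Lamc1, Gsc, Mixl1, Etv2 and T) had a region (2-sided Fisher's exact test, p = 1.57e-05). The bound loci without an assigned region included Epor and Six2. For Tbx6, the study gave an SCL peak to the closest gene with changed expression. Its assignment may therefore differ from the nearest start site, and a missing region does not speak against its binding calls. With regions called in both replicates only, 15 of the 24 bound loci and 0 of the 8 unbound loci had a region (Fisher's exact p = 0.00292). Of the assignments tried, counting regions in the gene or within 20 kb of it and limiting the nearest start site to 50 kb moved the share most. Each gave 17 of 24 bound loci, not all the same ones, and 0 of 8 unbound loci (Fisher's exact p = 0.000612 for each). Among the 15 activated loci, 11 had a region called in both replicates, while Ache and Ikzf1 had regions in replicate 1 only. Among the 7 repressed loci, Gata6 and Irx3 had a region called in both replicates. That of Gata6 lay in its own intron, 25.7 kb from its start site, and that of Irx3 lay 85.7 kb away. Gata4, Wnt5a and Foxc1 had regions in replicate 1 only. The strongest lay 67.1 kb from the start site of Gata4 and 86.0 kb from that of Wnt5a, in an intron of Erc2. That of Foxc1 lay in its own coding exon, 0.765 kb from its start site. Ctgf had a single region in replicate 2 only, 137 kb from its start site. Both loci described as bound without RYBP, Gata1 and Nfe2, had a region called in both replicates.

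By fold enrichment in replicate 1, the highest values of the preset loci were at Gypc and at Cbfa2t3, which encodes ETO2 itself, whereas in replicate 2 the intergenic region assigned to Runx1t1, 478 kb from its start site, came first (12.2), followed by Cbfa2t3. Cbfa2t3 (chromosome 8, 125152639 to 125223009, minus strand) was nearest to 7 regions, 6 of them called in both replicates. The strongest, at 125243681 to 125244108, lay 20.9 kb upstream of its nearest Cbfa2t3 start site, in an intron of the overlapping gene model Gm20388, with 206 summit fragments and a fold enrichment of 27.7 in replicate 1 and 183 fragments and 11 in replicate 2. In Gypc, an intronic region on chromosome 18 (32702036 to 32702402) had the highest fold enrichment of the replicate 1 list, 29.5, and 8.71 in replicate 2. Runx1 was nearest to 10 regions, 6 called in both replicates. The shared one that was strongest by replicate 1 lay in an intron on chromosome 16 (92715856 to 92716132; fold enrichment 15.0 and 5.49). At Tal1, which encodes SCL, an intronic region on chromosome 4 (114729187 to 114729423), 0.274 kb from a start site, had fold enrichments of 8.02 and 6.10. In an intron of Gata1 on chromosome X (7548520 to 7548684) they were 6.57 and 5.98, and at Nfe2 on chromosome 15 (103088851 to 103089175), 0.179 kb from a start site, 11.8 and 10.7. Of the other SCL targets, Gse1 was nearest to 10 regions, Zfpm1 and Rybp to 5 each and Pcgf5 to 2, while Mesp1 and Tbx6 had none. The strongest Zfpm1 region, in an intron on chromosome 8 (124837251 to 124837666), had fold enrichments of 22.7 and 8.31.

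**Figure D2:**
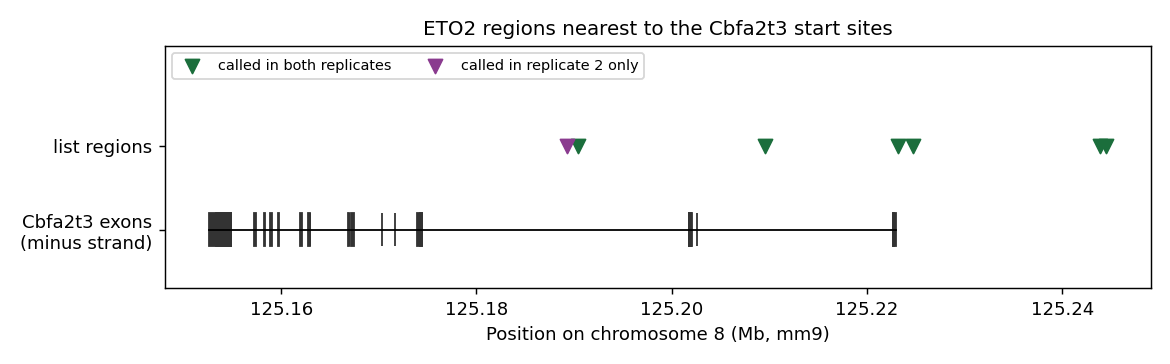
Map of the Cbfa2t3 locus on chromosome 8 (horizontal axis, position in Mb, mm9), with exons of all annotated transcripts as black boxes and triangles at the midpoints of the ETO2 regions nearest to a Cbfa2t3 start site, coloured by the replicates in which they were called. Of the 7 regions, 6 were called in both replicates and 1 in replicate 2 only.

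The 5 shared peaks with the highest mean rank of fold enrichment were intergenic. The first lay on chromosome 10 (118523538 to 118523954), 122 kb from Cand1, with fold enrichments of 22.8 in replicate 1 and 15.0 in replicate 2. Its summit window (118523683 to 118523782) reads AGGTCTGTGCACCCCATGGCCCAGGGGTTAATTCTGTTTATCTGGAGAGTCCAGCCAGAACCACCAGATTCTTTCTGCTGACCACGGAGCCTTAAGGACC. The second lay on chromosome 2 (172860466 to 172860912), 12.2 kb from Rbm38, with 27.3 and 12.8. Its window (172860689 to 172860788) reads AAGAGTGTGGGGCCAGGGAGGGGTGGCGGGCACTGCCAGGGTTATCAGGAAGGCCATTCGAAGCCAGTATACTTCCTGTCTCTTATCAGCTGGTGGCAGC. The third lay on chromosome 7 (116258482 to 116258842), 31.9 kb from Ric3, with 22.5 and 13.3, and its window (116258674 to 116258773) reads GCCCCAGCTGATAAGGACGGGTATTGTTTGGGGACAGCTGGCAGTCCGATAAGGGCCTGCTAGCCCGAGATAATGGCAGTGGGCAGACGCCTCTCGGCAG. The fourth lay on chromosome 4 (114768302 to 114768697), 4.96 kb from Pdzk1ip1 and 39.5 kb from the start of Tal1, with 26.8 and 12.6. Its window (114768452 to 114768551) carried no WGATAR motif and reads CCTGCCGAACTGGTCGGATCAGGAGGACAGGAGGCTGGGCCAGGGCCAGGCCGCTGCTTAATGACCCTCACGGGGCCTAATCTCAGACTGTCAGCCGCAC. The fifth lay on chromosome 7 (111058530 to 111058910), 3.87 kb from Olfr65 and 57.0 kb from the embryonic globin gene Hbb-y, with 20.1 and 15.0. Its window (111058674 to 111058773) reads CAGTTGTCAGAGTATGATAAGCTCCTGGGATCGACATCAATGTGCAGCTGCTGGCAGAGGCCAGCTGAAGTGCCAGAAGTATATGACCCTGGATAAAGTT. The distances to Tal1 and Hbb-y were added after the values were seen.

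Among replicate-specific peaks, the highest replicate 1-only peak, intergenic on chromosome 17 (4626212 to 4626577; fold enrichment 14.3), had 5.19% of its 24-mers found once in the genome, and the next, in an intron of Itsn2 on chromosome 12 (4686734 to 4687075; 12.7), had 100%. The highest replicate 2-only peaks, in introns of 4930468A15Rik on chromosome X (73843895 to 73844527; 26.1) and of 2210408I21Rik on chromosome 13 (77578078 to 77578386; 20.8), had 36.4% and 27.3%.

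SCL complexes bind GATA and E-box motifs, and these were counted at ETO2 summits. WGATAR (W is A or T, R is A or G) occurred in 727 of the 1003 shared summit windows of replicate 1 (72.5%, 69.6 to 75.2), compared with 16.7% of flanks (exact McNemar p = 3.91e-119, Benjamini-Hochberg adjusted over 6 motifs 2.35e-118). The E-box CANNTG occurred in 47.9% of windows and 42.0% of flanks (exact McNemar, adjusted p = 0.0123), and its form CAGCTG in 14.6% and 4.99% (adjusted p = 1.82e-12). CTG followed by 6 to 8 bases and GATA occurred in 20.4% and 2.79% (exact McNemar, adjusted p = 1.01e-33), with 13.5% at summits when replicate 1 was left out, and the ETS motif AGGAA in 46% and 33.3% (adjusted p = 6.51e-08). The control string RATAGW, the reverse of WGATAR, occurred in 13.5% and 13.0% (exact McNemar, adjusted p = 0.896). The WGATAR share was 57.8% (55.1 to 60.4) for the 1332 replicate 1-only peaks and 27.9% (25 to 30.9) for the 858 replicate 2-only peaks. With 200 bp windows, WGATAR occurred in 89.9% of shared summits and 31.2% of flanks. Leaving out replicate 1, which takes all replicate 2 peaks, moved the WGATAR share most, to 52.3%.

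Replicate 2-only peaks often lay in repeated sequence. Of the 858 peaks, 555 (64.7%, 61.4 to 67.8) were in repeated windows, compared with 55 of the 1015 shared peaks of replicate 2 (5.42%, 4.19 to 6.99; Fisher's exact p = 2.86e-180) and 89 of the 1332 replicate 1-only peaks (6.68%, 5.46 to 8.15). The 555 peaks made up 17.3% of the series list. With 50% of 24-mers as the limit, 42.9% of replicate 2-only peaks were in repeated windows. In repeated windows, 20.5% (17.4 to 24.1) of replicate 2-only peaks carried WGATAR, compared with 22.2% of their flanks (exact McNemar p = 0.76). In unique windows the share was 41.3% (35.9 to 46.9), compared with 17.7% of flanks (exact McNemar p = 4.94e-08).

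**Figure D3:**
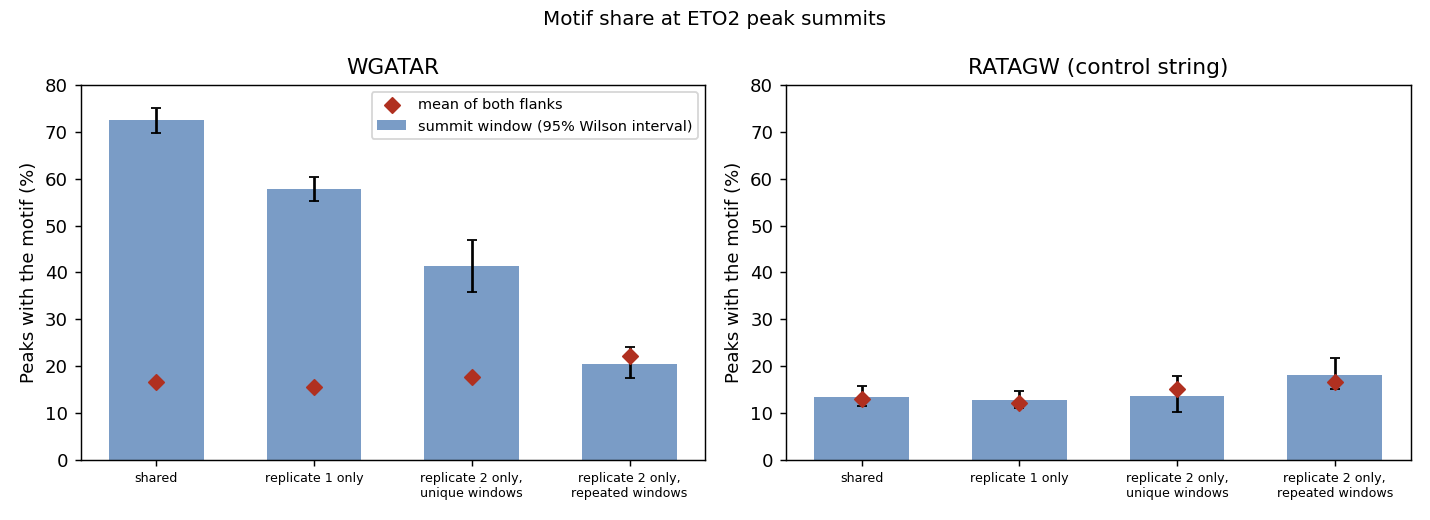
Percentage of peaks with WGATAR (left) and with the control string RATAGW (right) in the 100 bp summit window, for shared peaks, replicate 1-only peaks, and replicate 2-only peaks in unique or repeated windows; bars show summits with 95% Wilson intervals and diamonds the mean of both flanks. WGATAR fell from 72.5% of shared peaks to 20.5% of replicate 2-only peaks in repeated windows, where the flanks stood at 22.2%.

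The distance between CTG and GATA on the same strand was measured over 16 values in the shared summits, after the preset motif had been counted. The pair was most frequent with 9 bases between the elements (193 of 1003 peaks, 19.2%, 16.9 to 21.8; flanks 1.05%; exact McNemar p = 8.15e-45, adjusted over 16 distances 1.3e-43), followed by 8 bases (12.7%, 10.7 to 14.9) and 10 bases (7.38%, 5.92 to 9.16). At the distances outside 8 to 10 bases the shares lay between 1.40% and 6.28%. With 8 to 10 bases, the pair was present in 368 of the 1003 shared peaks (36.7%, 33.8 to 39.7) and 2.84% of flanks.

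**Figure D4:**
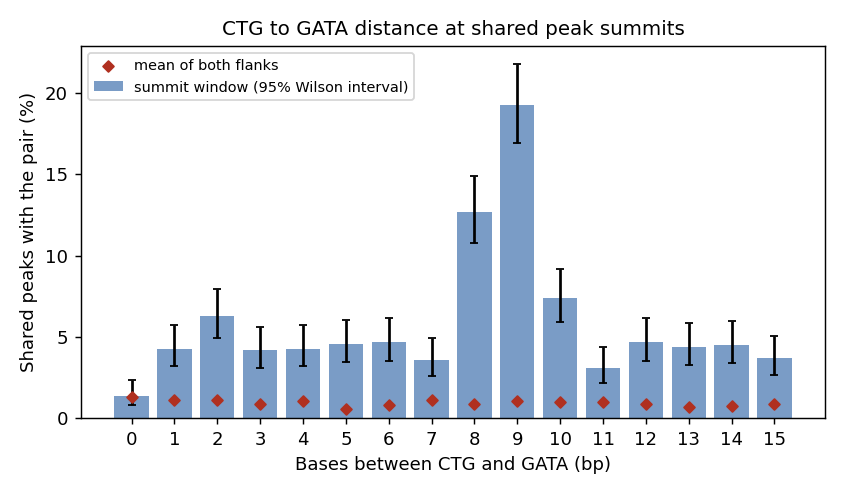
Percentage of the 1003 shared peaks whose summit window held CTG and GATA on the same strand (vertical axis) by the number of bases between them (horizontal axis, bp); bars show summits with 95% Wilson intervals and diamonds the mean of both flanks. The highest bar, at 9 bases, reached 19.2%, and the flanks at that distance 1.05%.

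Local background, recovered for each peak, differed between chromosomes. The recovery allows no value below the genome average, so a background can only equal or exceed it. In unique windows, the median background of chromosome 8 was 8.02 fragments in replicate 1, where it came from the input, compared with 5.68 on autosomes other than 1 and 8, a ratio of 1.41 (95% bootstrap interval 1.35 to 1.55). In replicate 2, where it came from the ChIP library, the medians were 8.09 and 5.49, a ratio of 1.47 (1.37 to 1.53). For chromosome 1 the ratios were 1.23 (1.11 to 1.46) and 1.32 (1.29 to 1.35). Peaks with no other region within 100 kb moved the ratios of chromosome 8 most, to 1.33 in replicate 1 and 1.34 in replicate 2. Each ratio had a permutation p of 0.0001 across peaks, the smallest 10000 permutations can give. Peaks on a chromosome are not independent, and chromosomes 8 and 1 had the highest medians. The p-value therefore does not measure the spread between chromosomes. On chromosome X, 5 of 29 replicate 1 peaks (17.2%, 7.60 to 34.5) had a local background above the genome average, compared with 1471 of 1785 on autosomes other than 1 and 8 (82.4%; Fisher's exact p = 7.31e-14). In replicate 2 this was 2 of 15 (13.3%, 3.73 to 37.9), compared with 637 of 984 (64.7%; Fisher's exact p = 7.15e-05). Fold enrichments at Cbfa2t3, Zfpm1 and Gse1, on chromosome 8, are relative to the local background of each region. In replicate 2 this was 15.7, 14.5 and 16.1 fragments at their strongest regions, above the chromosome 8 median of 8.09. The level of the chromosome alone therefore does not account for it.

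**Figure D5:**
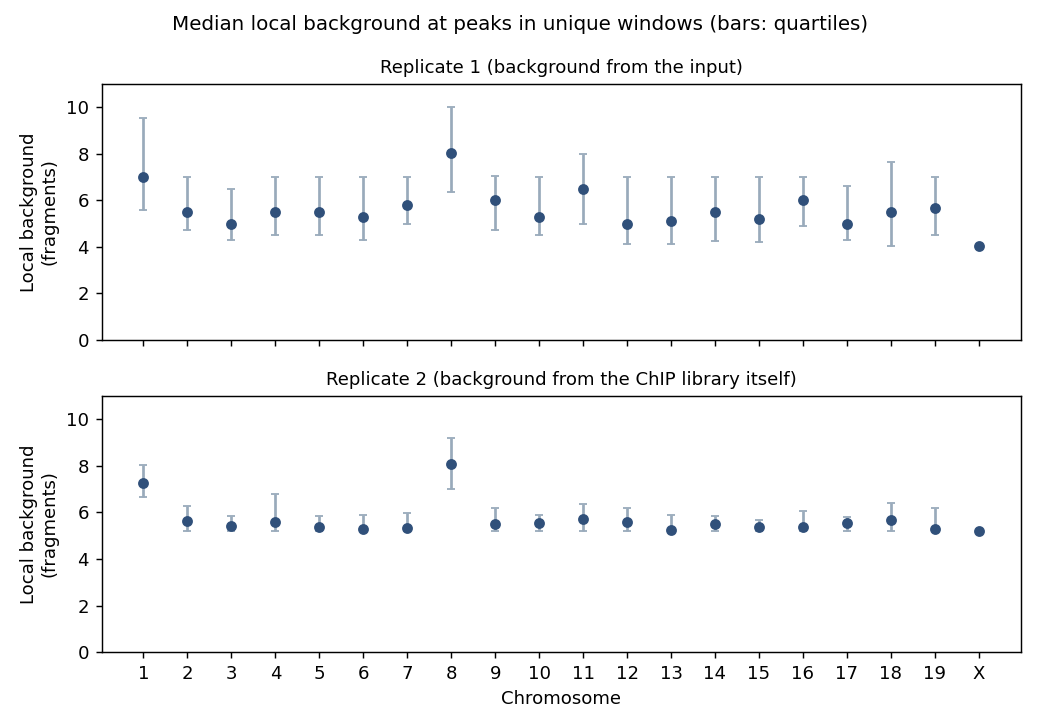
Median local background at peaks in unique windows (vertical axis, fragments on the scale of the caller) for chromosomes 1 to 19 and X (horizontal axis), in replicate 1 (top, from the input) and replicate 2 (bottom, from the ChIP library itself); bars show the quartiles across peaks. Chromosome 8 stood highest in both panels, at 8.02 and 8.09, followed by chromosome 1.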

Values the study reported

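The study reported that ETO2 and SCL peaks co-localised at 1949 sites, corresponding to about 20% of the SCL peaks and 60% of the ETO2 peaks. It counted 2186 ETO2-bound genes, of which 1725 (79%) were also bound by SCL. Of the 778 genes that it defined as direct SCL targets with changed expression, 352 (45%) were among these co-bound genes, and 330 (42%) were bound by SCL, ETO2 and RYBP together.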

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

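Replicate overlap, rank agreement, and the differences in fold enrichment and width between shared and replicate-specific peaks kept their direction and their side of the threshold under every alternative that was run. The share of shared replicate 1 peaks ranged from 40.5% (summits within 100 bp) to 54.2% (500 strongest peaks each), that of replicate 2 from 50.5% to 74.4% (unique windows), and Spearman's rho from 0.537 to 0.608. Restriction to unique windows, the 50% limit for repeated windows and the corrections of chromosome background were chosen after the data were seen. Clustering, promoter share, preset loci and WGATAR also kept their direction and their side of the threshold under the other windows, distances, annotations and assignments.

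The share of the series list found in the replicate peaks fell from 100% to 97.2% when summits had to lie within 100 bp and to 87.2% at a q-value of 1e-05, as fewer peaks could match. With 50% in place of 90% of 24-mers as the limit, the share of replicate 2-only peaks in repeated windows was 42.9% in place of 64.7%, because fewer windows count as repeated.

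Leaving out each replicate in turn leaves a single library, for which no test between samples exists. The share of the series list that was found ranged from 58.5% to 73.2%. Clustering ranged from 19.7% without replicate 2 to 27.5% without replicate 1, promoter share from 5.66% without replicate 1 to 14.3% without replicate 2, preset bound loci with a peak from 66.7% to 83.3%, and WGATAR at summits from 52.3% without replicate 1 to 64.1% without replicate 2. The lower WGATAR shares include the replicate-specific peaks, which were absent from the shared set. The promoter share is the value that rests most on a single library.

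The control string RATAGW, which did not differ between summits and flanks, lay slightly below the flanks with 200 bp windows (22.9%) and with flanks at 1000 bp (13.5%), with p-values of 0.335 and 0.692. It was also below them without replicate 1 (14.3% and 14.7%) and at the shared summits of replicate 2 (12.3% and 13.6%). The cause was not tested. The other motifs kept their direction. Without replicate 1 the shares of CANNTG (46.6%), CAGCTG (12%), CTG with 6 to 8 bases and GATA (13.5%) and AGGAA (42.1%) fell. Without replicate 2 they also fell, to 45.4%, 12.6%, 17.1% and 43.5% in the same order.

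No paired analysis was possible because the series holds 1 group of 2 ETO2 ChIP libraries and a single input, which enters only through the local background of the replicate 1 peaks. Replicate 1 peaks with 12 to 21 summit fragments were shared in 9.93% of cases, and the effect of depth on this was not tested.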

Other observations

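The tests of repeated sequence and of the ChIP signal for chromosome 8, the test for chromosome X and the comparison of CTG to GATA distances with each other were chosen only after the results were seen. The series holds a single group, so no comparison between groups was possible.

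Peaks called in replicate 2 only carried WGATAR less often (27.9%) than shared peaks (72.5%). Weaker signal is argued against as the whole explanation, since replicate 2-only peaks at or above the median fold enrichment of shared peaks carried WGATAR in 23.3% of cases (45 of 193, 17.9 to 29.8; Fisher's exact p against shared peaks 2.2e-38). These 193 peaks include peaks in repeated windows and were not split by them. They therefore do not test whether weaker signal lowers the share in unique windows. Repeated sequence called without an input may account for part of the difference, because the share was 20.7 percentage points higher in unique than in repeated windows (Fisher's exact p = 2.16e-10). The larger part is left open, as the share in unique windows, 41.3%, was still far below that of shared peaks. The gene with the most regions in the series list, chosen after the values were seen, was Gm15319, with 36 regions, all called in replicate 2 only, followed by Gm3395 with 33 (3 of them called in both replicates) and Vmn2r121 with 28. Leaving out the 555 replicate 2-only regions in repeated windows would leave 2651 regions of the list.

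Replicate 2-only peaks were frequent on chromosome X (113 of 858, 13.2%), compared with 1.28% of shared replicate 2 peaks. In unique windows, 0.990% of replicate 2-only peaks (3 of 303) and 1.25% of shared peaks (12 of 960) were on chromosome X, which is consistent with repeated sequence called without an input as the source.

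More than 50% of replicate 1 peaks were not called in replicate 2. The share called in both was 77.2 percentage points higher for the peaks with the most summit fragments (37 to 206) than for those with the fewest (12 to 21) (Fisher's exact p = 1.95e-173). Signal near the calling threshold may therefore account for much of the incomplete overlap, although of the 583 peaks with the most fragments 87.1% were shared, and the rest of these are left unexplained by it. Replicate 1-only peaks also carried WGATAR in 57.8% of cases, far above their flanks (15.4%), so many of them have the sequence feature of shared peaks.

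Peaks called in replicate 1 only lay at promoters more often (266 of 1332, 20%) than shared peaks (69 of 1003, 6.88%). Weaker peaks are argued against, since shared peaks with at most 22 summit fragments lay at promoters in 3.09% of cases (3 of 97), compared with 20.1% of equally weak replicate 1-only peaks (135 of 673; Fisher's exact p = 6.46e-06). WGATAR was 43.1 percentage points more frequent in replicate 1-only peaks elsewhere (66.4%) than at promoters (23.3%; Fisher's exact p = 2.6e-37). A candidate explanation is promoter chromatin recovered without a GATA site, in part only, because the promoter peaks still exceeded their flanks (10.9%; exact McNemar p = 0.000217). Whether this comes from ETO2 held at promoters by other proteins or from the preparation of the library stays open.

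CTG and GATA occurred together at summits with a preferred distance. At 15 of 16 distances the pair exceeded the flanks with an adjusted p under 0.05, which enrichment of GATA alone would give, so the prediction that only neighbouring distances would exceed the flanks was not met, and this test decides nothing by itself. The comparison between distances was set up after that result was seen, in place of the first rule that at most 5 distances exceed the flanks. GATA raising every distance alike is nevertheless argued against, since 9 bases gave 19.2% of peaks (16.9 to 21.8), while the highest share at a distance more than 1 bp away was 6.28%. The distance of 8 to 10 bases was just as frequent in shared peaks in unique windows (36.5%, 33.4 to 39.6), and lower in replicate 1-only peaks (24.7%, 22.5 to 27.1), in replicate 2-only peaks in unique windows (18.5%, 14.5 to 23.2) and in those in repeated windows (2.34%, 1.37 to 3.97; flanks 3.33%). Of the 727 shared peaks with WGATAR, 326 (44.8%) had CTG at this distance. The pattern may reflect a complex that contacts both elements with a fixed geometry, as a hypothesis found and tested on the same peaks. The preset distance of 6 to 8 bases covered the edge of this range only.

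Local background at peaks was higher on chromosome 8 than on other autosomes in both libraries. Several technical explanations are argued against in replicate 1. The ratio was 1.41 with repeated sequence left out. The low end of its interval was 1.35 although the background came from the input, so ChIP signal does not raise it. After a fit on GC content the ratio was 1.43, and for the 67 peaks with no other region within 100 kb, which leaves out clusters of sites, it was 1.33. In replicate 2 the ratio was 1.46 after the fit and 1.34 for peaks with no other region within 100 kb. Extra copies of the chromosome in the cultured cells may explain it, since 7 of 7 stretches of 20 Mb lay above the median of the other autosomes in either library. Chromosome 1 gave a ratio of 1.27 after the fit on GC content in replicate 1, and extra copies of the chromosome in the cultured cells may apply there too, with 8 of 8 stretches above in replicate 1 and 7 of 7 in replicate 2. Copy number was not measured here, more open chromatin along these chromosomes was not excluded, and the low background of chromosome X was not tested further.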
